A study of Mus musculus with 6 samples. Its data were reported in "A transcriptomic study of Williams-Beuren syndrome associated genes in mouse embryonic stem cells" (2019).

How the data were processed

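Total RNA from mouse embryonic stem (ES) cell clones had been hybridized to Affymetrix mouse whole-genome expression arrays, 1 array per sample and 6 arrays in all. The clones carry a human coding sequence of GTF2IRD2. Its promoter is silent while tetracycline is in the medium and active once tetracycline is removed. Each of 3 clones, A3, A4 and A5, was measured once in medium with tetracycline (uninduced, 0 hours) and once 24 hours after its removal (induced), so that each group held 3 arrays. Groups were taken from the sample labels, which also give the clone of each array.

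The deposited values are log2 RMA summaries, 1 per probe set, which the authors made from the raw intensities by background correction, quantile normalization between arrays and summarization in the affy package of Bioconductor. The versions of affy and RMA are not stated, nor is which arrays were normalized together. Medians of the 6 arrays lay between 5.03 and 5.06, and 0 values were at or below 0. The arrays hold 45101 probe sets. Of these, 64 are the manufacturer's controls, which were analysed on their own, and the other 45037 were tested without a filter on intensity, as the methods name none. The array's table gives 1 gene symbol for 34945 probe sets, several for 932 and none for 9160. Genes were named by these symbols, and 34741 probe sets matched the reference gene table by Entrez identifier. The reference table (assembly GRCm38.p6) was used for names and chromosome membership only and no coordinates are given; the genome build behind the array's annotation is not named in the sources used here. Probe sets with 1 symbol represent 18193 genes. For arrays, the number of replicates limits the precision: the median half-width of the 95% interval of a log2 difference was 0.20 among the 22874 probe sets with a mean of at least 5, and 99.8% of those intervals excluded a 2-fold difference in either direction.

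The tests of the comparisons, the gene lists, the naming rule and most alternatives were chosen before the data were examined, and the text names those chosen later. Induced and uninduced arrays were compared with limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. Differences are induced minus uninduced on the log2 scale, so that 1 is a 2-fold difference. The methods name a t-test on RMA values with a false discovery rate under 0.05 and no pairing by clone, so the comparison was made without a replicate block and was repeated with the clone as a block, with the methods' t-test and with a paired t-test. The block was examined because the arrays share clones. After each group's mean was taken out, the uninduced and induced arrays of 1 clone correlated across probe sets at 0.524 in A3, 0.376 in A4 and 0.210 in A5, against -0.407 to 0.0689 for arrays of different clones, so values with the block are given where they change a call.

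The 27 gene lists hold 541 genes, of which 501 have a probe set with 1 symbol and 40 do not. They cover ES cell states, other cell types such a culture could hold, the mouse counterparts of the region deleted in Williams-Beuren syndrome, and growth, metabolic and stress pathways. For a list, the probe set with the highest mean over the arrays stood for a gene. Lists were tested with camera in limma at its preset correlation between genes of 0.01, then with an estimated correlation, and with fry, which asks whether the genes of a list move 1 way on balance without reference to other genes. Beside these, 10000 random lists of equal size were drawn from the 200 genes nearest in mean. Clones were compared by limma's moderated F-test of the clone term in a model with clone and induction. Whether lists held more of the genes that differ between clones than other genes did was tested with Fisher's exact test, added after the data had been seen. Control probe sets were compared with exact two-sided permutation tests, whose smallest possible p for 3 arrays against 3 is 0.1.

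Named genes were chosen by a fixed rule: all probe sets of the 4 genes of the study, then probe sets past the threshold with 1 sign of difference in all 3 clones. Where fewer than 10 passed in a direction, that direction was filled to 10 genes by the largest mean difference among probe sets with 1 symbol, a mean of at least 5 and 1 sign in all 3 clones. From each list up to 3 members with the smallest p could be named, and for the clones the 10 genes with the largest range of clone means past the threshold. Other list members and the Y-linked genes were named after their values were seen.

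The pipeline was tested on simulated data of the same size and spread. At 3 arrays per group limma recovered 84% of simulated 1.5-fold differences, 96% of 2-fold ones and 100% of 3-fold and 4-fold ones. With the replicate block it recovered 100% at each of these sizes. The simulation changed 200 probe sets at once, so these shares need not hold where few genes differ. In the real data Hspa1b, at 1.92-fold, was not called. A count of 0 therefore does not exclude single differences of 1.5-fold to 2-fold. The alternatives were an intensity trend, robust fits, array weights, a random clone effect, a minimum mean of 5, the upper 50% of probe sets, 1 probe set per gene, the mean of a gene's probe sets, median centring, renewed quantile normalization, other thresholds, and each array or clone left out in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No array was left out of the comparisons themselves.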

Results

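Genome-wide mRNA levels were measured in undifferentiated mouse ES cells carrying a tetracycline-repressible copy of human GTF2IRD2. This gene encodes a transcription factor of the TFII-I family and lies in or near the region of human chromosome 7 deleted in Williams-Beuren syndrome. The paper states that the longest annotated coding sequence was cloned. However, the GTF2IRD2 insert it prints is much shorter than those printed for GTF2I and GTF2IRD1. Whether the clones make the full-length factor is therefore not known here. The 6 arrays comprise 3 uninduced cultures, grown with tetracycline, and 3 induced cultures, sampled 24 hours after its removal, 1 of each from clones A3, A4 and A5. All arrays were alike in scale, with medians of 5.03 to 5.06 on the log2 scale, and correlated with each other at 0.996 to 0.998 across probe sets. The design poses 2 questions: which mouse genes differ once the human gene is switched on, and how far the clones differ from each other. The p-values measure only the spread between these clones and cultures.

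Mouse Gtf2ird2, the counterpart of the transgene, had a mean of 6.25 ± 0.18 in uninduced and 6.42 ± 0.08 in induced cultures (log2, SD, n = 3), a difference of 0.18 ± 0.10 (SE). The clones' own differences were 0.05 in A3, 0.47 in A4 and 0.01 in A5. Gtf2i, which encodes TFII-I itself, differed by -0.06 to 0.15 over its 4 probe sets, and Gtf2ird1, the third member of the family, by -0.10 and -0.08 over its 2. Eif4h, which encodes a translation initiation factor, differed by -0.10 to 0.03 over its 6 probe sets. With limma, 0 of these 13 probe sets passed the threshold, with or without the replicate block, and 0 passed when adjusted over the list alone. The transgene is a human coding sequence without untranslated regions, so these probe sets need not detect it and say nothing on how far it was induced.

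The heat shock genes Hspa1b and Hspa1a, which encode near-identical inducible chaperones of the Hsp70 family, had the largest differences among named genes between induced and uninduced cultures. Hspa1b had means of 7.66 ± 0.35 in uninduced and 8.61 ± 0.33 in induced cultures (log2, SD, n = 3), a difference of 0.94 ± 0.20 (SE) or 1.92-fold, with 0.27 in A3, 1.52 in A4 and 1.04 in A5. Hspa1a had means of 6.02 ± 0.22 and 6.75 ± 0.30, a difference of 0.73 ± 0.16, and probes for these paralogs may not tell them apart. Ascl2, an imprinted transcription factor of the trophoblast lineage, had means of 5.57 ± 0.69 and 6.29 ± 0.55, a difference of 0.71 ± 0.36. Its difference was 0.53 in A3, 0.83 in A4 and 0.77 in A5, and its other probe sets differed by 0.51 and 0.39. With the replicate block Ascl2 had the smallest p of all probe sets (2.01e-05 in limma, adjusted p = 0.843). The SEs printed here are those without the block, and so include differences between clones. None of these 3 genes passed the threshold in limma over all probe sets, so they are given as values and not as changes. Also, 0 arrays come from a line without the transgene.

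Other genes with higher values in all 3 induced cultures were Ackr3, an atypical chemokine receptor (0.48 ± 0.14), Shisa2, which encodes an inhibitor of Wnt and Fgf receptor maturation (0.43 ± 0.16), Pdk4, a kinase that inhibits pyruvate dehydrogenase (0.41 ± 0.21), the unnamed transcript 4930526L06Rik (0.47 ± 0.28) and Patl2 (0.39 ± 0.26). Hnrnpab, which encodes an RNA-binding protein, differed by 0.41 ± 0.12 at 1 of its 7 probe sets, where the whole set spanned -0.09 to 0.41. Appl1, an endosomal adaptor, differed by 0.39 ± 0.19 at 1 of its 4, where the set spanned -0.10 to 0.39. The lowest differences were those of Ltk, a receptor tyrosine kinase, at -0.41 ± 0.07, and Atn1, a transcriptional corepressor, at -0.38 ± 0.09. Eps8l2 differed by -0.36 ± 0.09, Cd248, a stromal cell surface protein, by -0.34 ± 0.09, Parm1 by -0.32 ± 0.11 and the heparan sulfate proteoglycan Sdc3 by -0.31 ± 0.07. Lpp at -0.38 ± 0.26, Sox7, an endoderm transcription factor, at -0.36 ± 0.17, Strn3 at -0.32 ± 0.08 and Ddx23, a spliceosomal helicase, at -0.31 ± 0.07 each had at least 1 other probe set with the opposite sign.

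**Figure D1:**
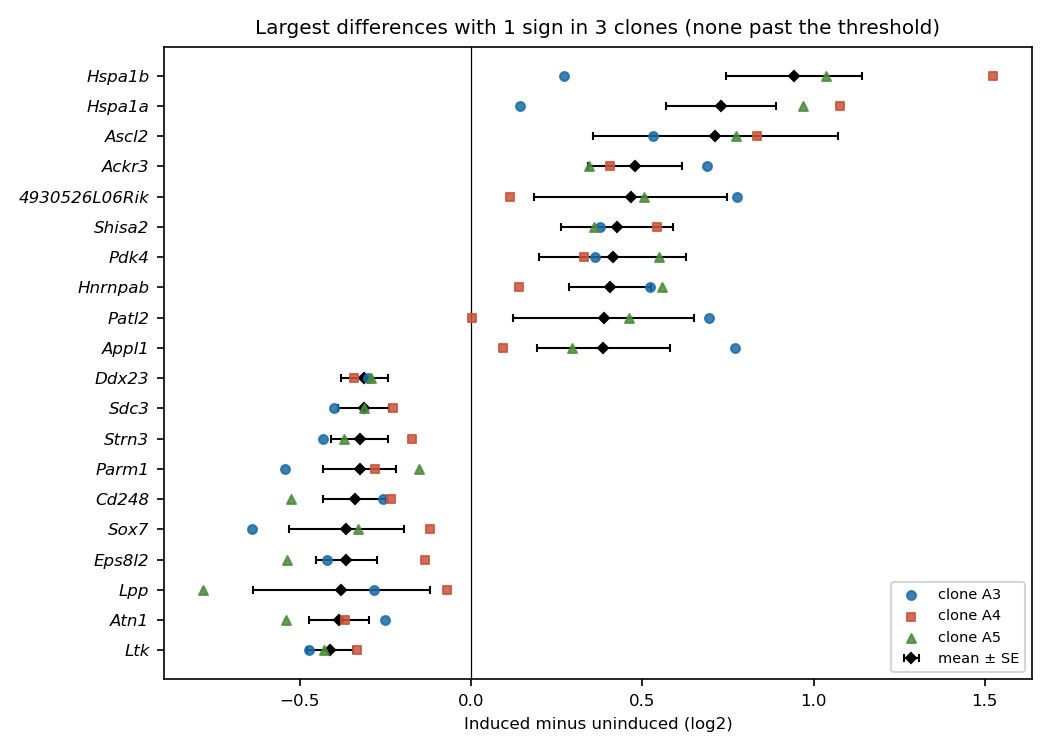
Induced minus uninduced expression (log2, x axis) of the 20 named genes (y axis), as the value of each clone and the mean with its SE. The SE is that of the comparison without the replicate block, not of the clone differences shown. Hspa1b had the largest mean, 0.94, and Ltk the lowest, -0.41.

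Over all 45037 probe sets limma called 0 at the threshold, with a smallest adjusted p of 1.00, while 1404 had an unadjusted p under 0.05 (536 higher and 868 lower) where 2252 would be expected by chance. The replicate block also gave 0, with 2597 at an unadjusted p under 0.05 and a smallest adjusted p of 0.843, and the methods' t-test gave 0 with 1681. The largest difference of any probe set was 1.92-fold, 5 probe sets exceeded 1.5-fold, and the median difference was -0.00373. Differences had 1 sign in all 3 clones for 11665 probe sets, or 25.9%, where chance gives 25%.

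**Figure D2:**
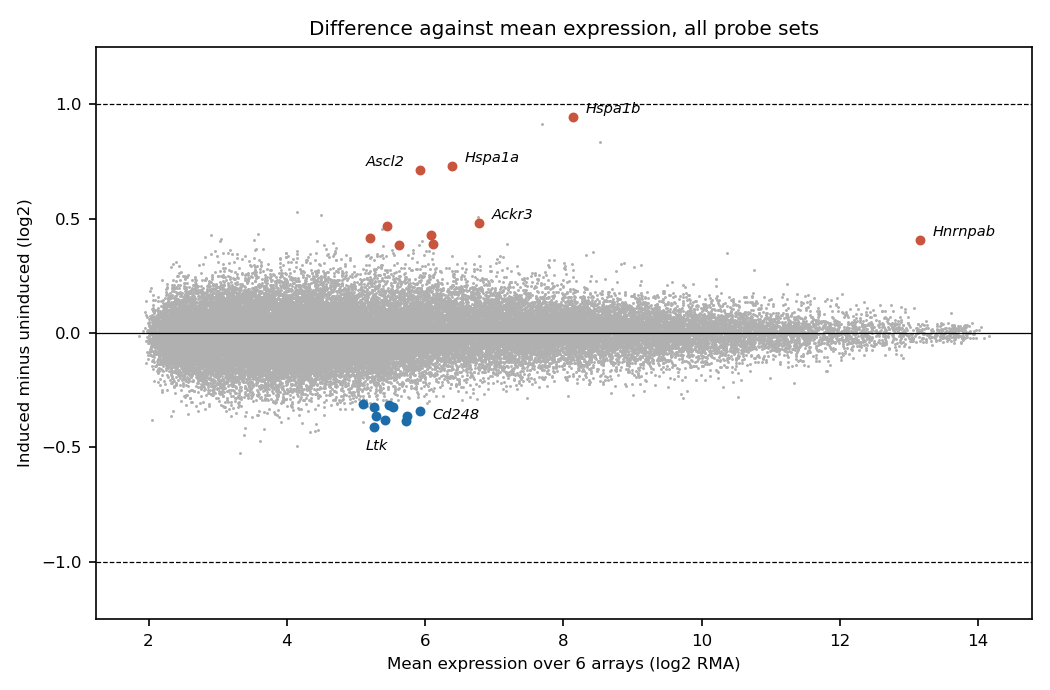
Induced minus uninduced expression (log2, y axis) against mean expression over 6 arrays (log2 RMA, x axis) for 45037 probe sets, with the 20 named genes in colour and dashed lines at 2-fold. The probe set farthest from 0 was that of Hspa1b, at 0.94, and 0 probe sets lay beyond 2-fold.

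As a group, genes of hypoxia and glycolysis ranked above other genes on induction by camera (adjusted p = 0.00663). Their median difference was 0.10, with 17 of 23 measured members higher, 14 of them in all 3 clones. The list was not called with an estimated correlation (p = 0.162, adjusted p = 0.979), where a missing call is weak evidence. Among its members Adm, which encodes the vasodilator adrenomedullin, differed by 0.28 ± 0.10, Bnip3, a mitophagy receptor, by 0.28 ± 0.12, Pfkfb3, an activator of glycolysis, by 0.26 ± 0.08, and Ndrg1 by 0.23 ± 0.10. Vegfa, the vascular growth factor, at -0.12, and the hexokinases Hk1 and Hk2, at -0.12 and -0.09, had lower values. Genes of cholesterol synthesis ranked above other genes as well (adjusted p = 0.00663 by camera). Their median was 0.06, with 16 of 17 members higher, 8 of them in all 3 clones. This list was not called with an estimated correlation either (p = 0.277, adjusted p = 0.979). Examples are Cyp51 (0.25 ± 0.09), Sqle (0.18 ± 0.09) and Msmo1 (0.18 ± 0.10), enzymes of the sterol pathway, and Insig1 (0.23 ± 0.15), its feedback regulator. In both lists 0 members passed over all genes and 0 when adjusted over the list alone. Of the hypoxia genes 4 also differed between clones, and fry called 0 of 27 lists, with a smallest adjusted p of 0.505. For both the hypoxia and the cholesterol list fry gave adjusted p = 0.922, so a rise without reference to other genes was not called. Among the controls, hybridisation spikes were 0.08 and poly-A spikes 0.31 higher in the induced arrays (0.50 in A5), and in A5 the 3' minus 5' signal differed by -0.09 for both Actb and Gapdh and 18S ribosomal RNA by -3.81. Both calls were also lost without the uninduced A5 array (smallest adjusted p 0.0850), without the induced A4 array (0.288) and without both A5 arrays (0.242). The cholesterol call was also lost without the uninduced A3 or the induced A5 array, where camera called 3 and 4 lists. In the settings of arrays left out that lost a call, medians were 0.0589 to 0.0752 for hypoxia and 0.0314 to 0.0708 for cholesterol.

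Primed epiblast genes, which mark the state that follows naive pluripotency, were higher in 13 of 15 members with a median of 0.07, among them Lef1 (0.19 ± 0.09) and Otx2 (0.22 ± 0.20). This list missed the threshold without the replicate block (adjusted p = 0.0968 by camera) and passed with it (adjusted p = 0.00340), as it did without the uninduced A3 array (0.0371) or the induced A5 array (0.0107). With an estimated correlation and without the block, it was not called on all arrays (adjusted p = 0.979) or in these settings (0.936 and 0.747). With the block 3 lists passed and without it 2, and 0 passed with the block and an estimated correlation (smallest adjusted p = 0.848). In the heat shock list 9 of 14 members were higher, with a median of 0.02 (adjusted p = 0.0765 by camera). It passed in each setting without an A3 array: without both (adjusted p = 0.00111), without the uninduced one (0.0371) and without the induced one (0.0245). With an estimated correlation it was not called, at adjusted p = 0.979 on all arrays and 0.929, 0.936 and 0.873 in these settings. Of its members Hspa1b (0.84 ± 0.15 at the probe set used for lists) and Hspa1a passed when adjusted over the list alone (adjusted p = 0.00599 and 0.0115 in limma), and 0 passed over all genes. The cochaperone Dnajb1 differed by 0.15 ± 0.09 (-0.05 in A3, 0.19 in A4 and 0.32 in A5), Bag3, a partner of Hsp70, by -0.10 ± 0.08, Hspa8 by 0.03 ± 0.06 and Hsph1 by -0.02 ± 0.10. Mitochondrial stress genes had a median of -0.04 and 11 of 15 members lower (adjusted p = 0.0968 by camera, 0.0250 without the induced A5 array and there 0.747 with an estimated correlation), among them Aldh1l2 (-0.29 ± 0.09), an enzyme of mitochondrial folate metabolism, and the hormone Fgf21 (-0.20 ± 0.07). Ascl2 (0.39 ± 0.28 at the probe set used for lists) passed with the replicate block when adjusted over the list alone. This held in the trophoblast list (adjusted p = 0.0133 in limma) and in that of imprinted genes (0.0228).

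The other lists of pluripotency and lineage markers were not called on all 6 arrays, with or without the replicate block, but camera called 2-cell-like genes without the induced A3 array (median -0.16, adjusted p = 0.0483) and endoderm without the induced A5 array (median -0.08, adjusted p = 0.0419). With an estimated correlation neither was called, at adjusted p = 0.979 on all arrays and 0.873 and 0.747 in these settings. Medians were -0.02 for naive pluripotency, where Pou5f1 differed by 0.12 ± 0.08 and Esrrb by -0.17 ± 0.11, -0.02 for the response to LIF and STAT3, -0.06 for 2-cell-like genes, 0.03 for mesoderm, where Pdgfra differed by 0.31 ± 0.14, -0.02 for endoderm, -0.03 for neural ectoderm, -0.02 for trophoblast and -0.01 for germ line genes. Markers of fibroblasts and feeder cells had a median of -0.03. Genes of G1 and S phase had a median of 0.02, those of G2 and M phase -0.03, oxidative phosphorylation 0.01 (0.00735) and mitochondrial ribosomal proteins 0.00185. Medians were also -0.04 for unfolded protein and amino acid stress, 0.01 for the p53 response (0.00529), 0.02 for interferon response, 0.02 for immediate early genes, -0.03 for imprinted genes, -0.01 for Polycomb and homeobox genes and -0.01 for chromatin and DNA methylation. Mouse counterparts of the Williams region, of which 27 were measured, had a median of -0.01 and described targets of the TFII-I family one of 0.03 over 7 genes. Without the replicate block, 0 members of the 27 lists besides the 2 heat shock genes passed when adjusted over the list alone, and 0 passed over all genes. For 5 of these lists (imprinted genes, trophoblast, Polycomb, Williams region and p53) the median, the mean and the direction of the test did not all share 1 sign.

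**Figure D3:**
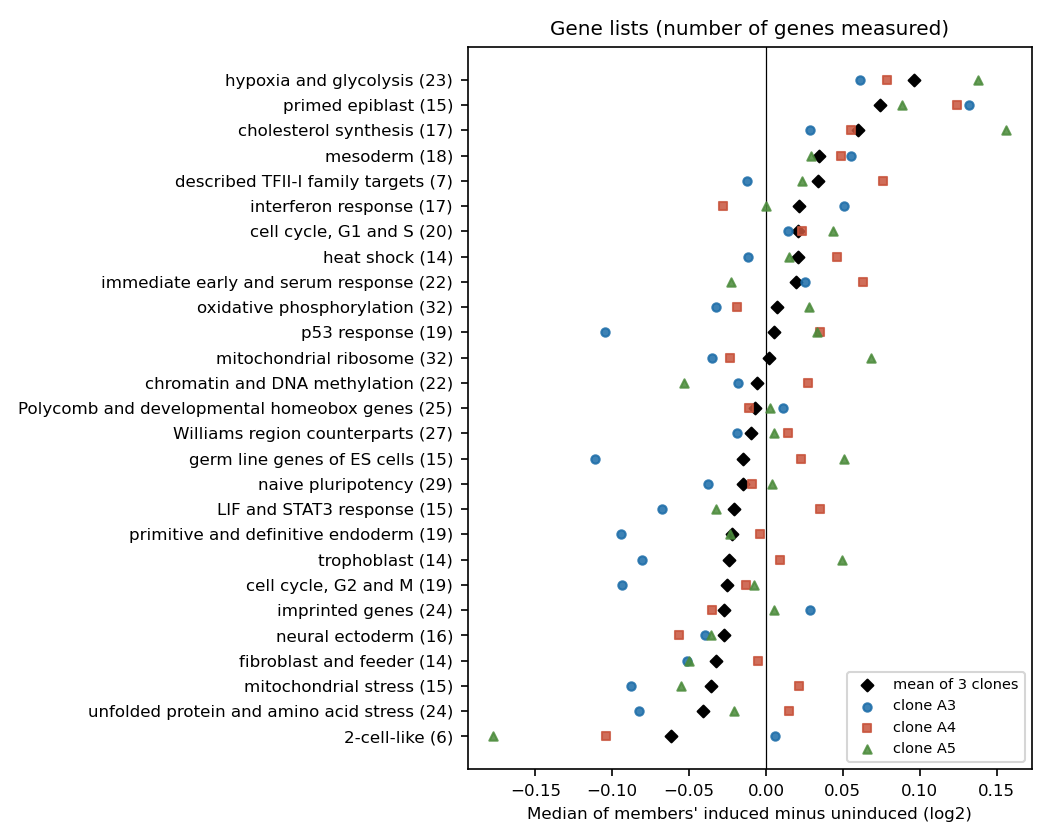
Median of the members' induced minus uninduced expression (log2, x axis) for each of the 27 gene lists (y axis, number of genes measured in parentheses), for each clone and for the mean of the clones. Hypoxia and glycolysis, at 0.10, and 2-cell-like genes, at -0.06, mark the ends.

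The clones themselves differed in many genes. Uty, a Y-linked gene related to histone demethylases, had means of 7.10 in A3, 2.36 in A4 and 7.39 in A5 (log2, n = 2 arrays per clone; adjusted p = 4.08e-06 by limma's F-test). The A4 value is near the lowest on these arrays, so the range of 5.03 is a lower bound. Uba1y, another Y-linked gene, was also lower in A4 (4.38, against 6.03 in A3 and 6.21 in A5, adjusted p = 0.000854). Eif2s3y, another gene of the Y chromosome, was lower there too but still at 8.21, against 9.05 in A3 and 8.94 in A5 (adjusted p = 0.00912 by limma's F-test). Pttg1, which encodes securin, the inhibitor of sister chromatid separation, was lower in A3 (7.18, against 9.32 in A4 and 9.31 in A5; adjusted p = 0.000374). Srgn, the proteoglycan serglycin (3.95 in A3, 5.80 in A4, 6.55 in A5), the RNA-binding protein gene Qk (6.81, 8.40 and 8.62) and Pkdcc (4.31, 6.05 and 5.76) were lower in A3 too, while Egfl6 (6.85, 5.03 and 4.94), Tspan2 (5.83, 4.00 and 4.01) and Dpysl3 (8.70, 7.07 and 7.42) were higher in A3. Tmem30b was 5.14, 6.81 and 5.93.

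In all, the clone term passed the threshold of limma's F-test for 980 of 45037 probe sets, representing 698 genes by 1 symbol, and 125 probe sets ranged over 2-fold. Of the 3 probe sets with the largest ranges 2 carry no gene symbol and are not named. Clone A3 lay apart from both others in most of them, with 436 higher and 394 lower, against 63 and 51 for A4 and 11 and 25 for A5. Without both A3 arrays 26 probe sets passed, without the induced A3 array 248, without the uninduced A3 array 413 and without the uninduced A4 array 633. Most calls therefore rest on A3, whose poly-A spikes, at 6.58 and 6.91, lay above those of the other 4 arrays (6.06 to 6.57). Other settings raised the count, to 2641 with an intensity trend, 1885 at a mean of at least 5 and 1427 without both A5 arrays.

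**Figure D4:**
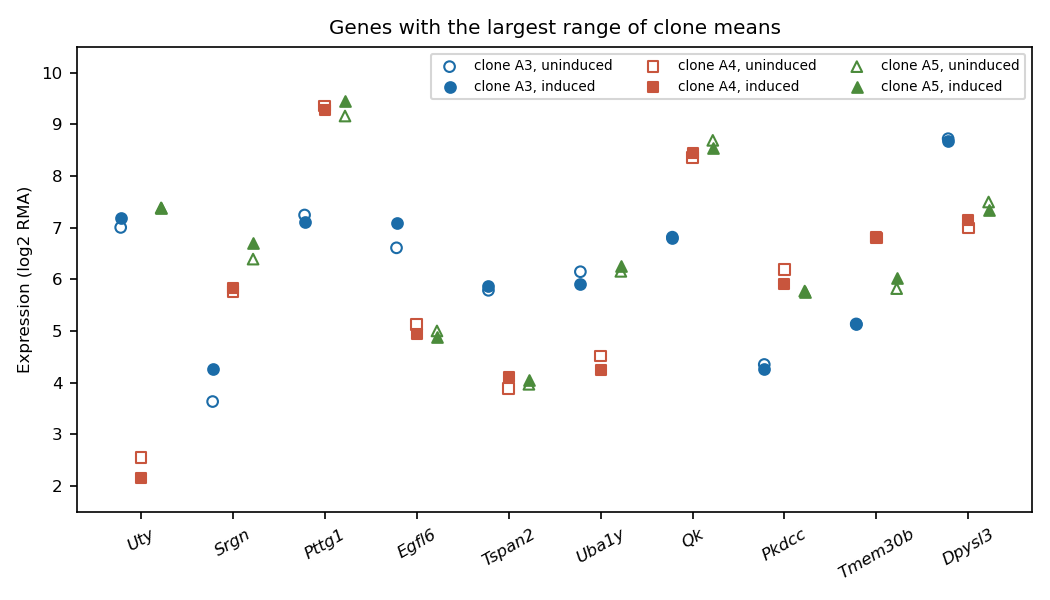
Expression (log2 RMA, y axis) of the 10 genes with the largest range of clone means (x axis) in each of the 6 arrays, probe sets without a gene symbol left out. Open symbols are uninduced and filled symbols induced cultures. Uty had means of 7.10 in A3, 2.36 in A4 and 7.39 in A5.

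The clones' own responses had little in common. Across 45037 probe sets, the induced minus uninduced differences of A3 correlated with those of A4 at r = 0.00908 (rho 0.00436) and with those of A5 at r = 0.128 (rho 0.123), and those of A4 and A5 at r = -0.0432 (rho -0.0498). These correlations are across genes, which are not independent replicates. Among probe sets with a mean of at least 5, r was 0.00267 for A3 and A4, 0.243 for A3 and A5 and -0.122 for A4 and A5. The SD of a difference was 0.17 in A3, 0.15 in A4 and 0.17 in A5.

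Control probe sets gave a view of RNA quality. The 3' minus 5' signal of Actb lay between 0.27 and 0.36 and that of Gapdh between 0.03 and 0.12 over the 6 arrays (log2), and the groups differed by -0.04 and -0.02. Poly-A spikes, bacterial transcripts added before labelling, had a mean of 6.35 ± 0.26 in uninduced and 6.66 ± 0.22 in induced samples (exact permutation p = 0.3), and hybridisation spikes 10.06 ± 0.02 and 10.14 ± 0.08 (exact permutation p = 0.1, the smallest possible; adjusted p = 0.4 over 5 measures). Both kinds were higher in the induced array of all 3 clones. The control for 18S ribosomal RNA ranged from 7.42 to 11.57, with 9.70 ± 2.10 in uninduced and 8.36 ± 0.54 in induced samples (exact permutation p = 0.4).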

Values the study reported

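The study generated 12 mouse ES clones for 4 open reading frames, and induction was checked on 3 clones for each gene. Its time course of tetracycline removal covered 17, 24, 39 and 48 hours.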

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

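The tests of neighbouring probe sets, of mislabelling, of loss of the Y chromosome, of RNA degradation and of the amount of RNA were chosen after the result was seen. The control for 18S ribosomal RNA moved in opposite directions in the clones. It was 1.10 higher (log2) in the induced array of A4 and differed by -1.30 in A3 and -3.81 in A5. The contrast between clones was not tested, and the groups gave an exact permutation p of 0.4.

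Hspa1b and Hspa1a had the largest differences among named genes, yet passed in limma only when adjusted over the list alone. A general heat shock response is argued against by the other 12 genes of the heat shock list. Their median difference was 0.02 (0.0153), below the bound of 0.1 by more than the SD of random lists (0.0145). However, camera called the list with the pair without A3 arrays, though not with an estimated correlation (adjusted p 0.873 to 0.936). Dnajb1 was also 0.19 higher in A4 and 0.32 in A5, where the 12 genes had medians of 0.04 and 0.00239. Among the 12, Hspa8, Hsp90aa1, Hspb1, Hspd1 and Hspe1 had uninduced means of 13.10 to 13.78. These lie near the highest value on the arrays, 14.19, where a rise could be harder to see, which was not tested. Bag3, at 7.68, differed by -0.10. An intensity-dependent shift between arrays is argued against as well, since 2000 neighbours in mean expression had a median difference of 0.00820 (SD 0.08), against a median of 0.87 for the 4 probe sets. Removal of tetracycline and the change of medium cannot be told apart from the transgene, as 0 arrays come from a line without it. The higher values in A4 and A5 than in A3 leave open a stress of single cultures, which was not tested.

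Y-linked genes were low in clone A4: Uty differed from the other clones by -4.88, a lower bound in size since its A4 value is near background. Uba1y differed by -1.74 and Eif2s3y by -0.79. The A4 mean of Uba1y, 4.38, also lay below 5, so its difference may be a lower bound too. Mislabelling of 1 of the A4 arrays is argued against, since both were low: the smallest gap between the highest A4 array and the lowest other array was 1.40 among the 3 Y-linked probe sets over 1 lower in A4, against 0.64 for Eif2s3y and -0.17 for Sry, which were not. Loss of the Y chromosome stays open. Of the Y-linked probe sets with a gene symbol and a mean of at least 5 in A3 and A5, 60% were over 1 lower. These were 3 of 5, from the 2 genes Uty and Uba1y. Probe sets without a symbol were not counted, so the share depends on which were. Sry differed by 0.05 and lay between 5.46 and 5.68 on all arrays. Whether its probe set carries a signal that could be lost is not known, so it does not count against a loss. Eif2s3y was still at 8.21 in A4. A probe set that also detects a related X-linked gene could keep its signal after such a loss, which these arrays cannot show. No other biological explanation was tested, as the labels give none for the clones.

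Clone A3 stood apart from A4 and A5 in most of the genes that differ between clones. Gain or loss of a whole autosome or X chromosome is argued against, because the largest absolute median difference of an autosome present in both groups was 0.02 (0.0194) and that of the X chromosome 0.03. The Y chromosome, with 5 probe sets, was not counted. Its medians against the other clones were 0.81 (uninduced) and 0.66 (induced) in A3, 0.82 and 1.19 in A5, and -1.64 and -1.84 in A4. Degraded RNA is argued against too: 4 of the 4 values of 3' minus 5' signal for Actb and Gapdh in A3 arrays lay inside the range of the other 4 arrays. The amount of RNA or its labelling stays open, since poly-A spikes were 6.58 and 6.91 in the A3 arrays and 6.06 to 6.57 in the others, a gap of 0.01 (0.0130) against an SD of 0.23 among the other 4. The separate growth of each clone since it was isolated may underlie these differences, was not tested, and cannot be told apart from a difference in culture or hybridization, since both arrays of a clone may have been handled together.

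The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. At an unadjusted p under 0.05 the real split gave 1404 probe sets and the highest other split 5243, and 7 of the 10 splits gave as many as the real one; 0 splits called a probe set past the threshold in limma. For gene lists the real split gave 2 and the highest other 8, and 6 of the 10 gave as many. With an estimated correlation every split, the real one included, gave 0 lists. The splits with 5243 and 4536 probe sets keep both A3 arrays on 1 side, which points to a structure of the samples. Among the 4 splits that part all 3 pairs of arrays, the other 3 gave 1060 to 1676 probe sets and 0 lists. With the replicate block these gave 1590 to 3021 probe sets, against 2597 for the real one, and up to 4 lists against 3.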

How the results depend on the processing

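Leaving out single arrays for the gene lists, leaving out a clone for the clone term, leaving out Hspa1a and Hspa1b or the Y-linked probe sets, and the block or single arrays and clones left out together with an estimated correlation were chosen after seeing the data. Of 1181 values under alternatives, 1124 kept their side of the threshold or moved less than the spread. Of the rest, 14 lost a call, 9 gained one, 34 moved and 0 reversed. A value could change sign and still be counted among the 1124, so these counts do not show that directions held. Changes of sign are given below. The count of 0 probe sets for induced against uninduced cultures held under all 26 of its alternatives in limma, the methods' t-test and a paired t-test, with 399 to 2659 at an unadjusted p under 0.05 and a smallest adjusted p of 0.0784 to 1. The lowest of these came from Ascl2 with the replicate block and an intensity trend. The number of lists called, 2 in the comparison, was 0 with an estimated correlation, 0 with fry, 0 with the replicate block and an estimated correlation, 0 to 4 with a replicate or array left out, and 0 in all 9 of these settings with an estimated correlation (smallest adjusted p 0.680); the cause was not tested. The replicate block added the call of the primed epiblast list and those of Ascl2 within 2 lists, and changed no other call. Of 536 values of named genes and family probe sets, 24 changed sign, as did 57 of 432 list values. The number of probe sets that differ between clones, 980, was 2641 with an intensity trend and 1885 at a mean of at least 5, where fewer are tested, and 26 to 1427 with a clone or array left out, the lowest without A3; the cause of the effect of the trend was not tested. At a mean of at least 5 the correlation of A3 and A5 differences was 0.243 and that of A4 and A5 -0.122; the cause was not tested. Signals near background limit the dim genes: 22874 of 45037 probe sets had a mean of at least 5. At a mean of at least 5, Tspan2 and the 2-cell-like list give no value.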

Other observations

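The Fisher tests of lists among clone genes, and the genes named from them, were chosen after the result was seen. Imprinted genes, expressed from 1 parental copy, were common among the genes that differ between clones: 8 of 24 measured passed limma's F-test, or 33.3%, against 3.09% of all genes (Fisher's exact test, adjusted p = 1.01e-05). Here each gene was counted by the probe set used for lists. This gives 562 of 18193 genes, fewer than the 698 with any probe set past the threshold. Cdkn1c, an inhibitor of the cell cycle, was higher in A3 (10.56, against 9.85 in A4 and 9.89 in A5), as were the noncoding RNAs Meg3 (9.82, 9.16 and 9.46), Rian (9.73, 8.84 and 9.01) and Mirg (8.26, 7.44 and 7.59), which lie in 1 imprinted cluster. Ascl2 was higher in A3 as well (7.73, 6.97 and 6.86), while Igf2r, the receptor that clears Igf2, was lower there (6.06, 6.99 and 7.03). Among germ line genes 5 of 15 passed (adjusted p = 0.000866), with the homeobox genes Rhox5 (9.45 in A3, 10.68 in A4, 9.77 in A5), Rhox6 (6.66, 8.06 and 7.43) and Rhox9 (6.49, 7.70 and 7.11) highest in A4. With genes of a mean of at least 5 as the background, the adjusted p was 1.25e-05 for imprinted and 0.00167 for germ line genes. Fisher's exact test treats genes as independent, here and for the lists below. Besides Meg3, Rian and Mirg, Cdkn1c and Ascl2 share chromosome 7, and Rhox5, Rhox6 and Rhox9 the X chromosome. Where such genes vary together, these p-values are too small.

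In the hypoxia list 4 of 23 genes differed between clones (adjusted p = 0.0450), but at a mean of at least 5 the adjusted p was 0.0766. There the trophoblast list, with 3 genes (adjusted p = 0.0310), and mesoderm, with 3 (adjusted p = 0.0468), passed. Single genes of other lists, chosen after their values were seen, also passed limma's F-test between clones, while their lists were not called by Fisher's exact test over all genes (adjusted p 0.0546 to 0.305). Egr1, an immediate early transcription factor, was higher in A3 (8.97, 7.48 and 7.71 in A3, A4 and A5), as was Dnmt3l, a cofactor of DNA methylation (12.48, 11.85 and 11.76). Lower in A3 were the cyclin Ccnd2 (7.53, 8.62 and 8.72), the trophoblast factor Tfap2c (8.32, 9.42 and 9.10) and Lefty2, an inhibitor of Nodal (7.37, 8.46 and 7.99). Dppa3, a maternal factor of naive cells, was highest in A4 (7.71, 8.91 and 8.13).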
